A study of Mus musculus with 4 samples. Its data were reported in "EOMES interacts with RUNX3 and BRG1 to promote innate memory cell formation through epigenetic reprogramming" (2019).

How the data were processed

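Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, so that open regions gather fragments and appear as peaks. The cells were CD8 single-positive (CD8SP) mouse thymocytes, sorted as 20000 cells for the innate memory (TIM) and naive samples of BALB/c mice and as 50000 cells for the wild-type (WT) and Eomes transgenic (EomesTg) samples. Each of the 4 groups held 1 sample by the labels, and each sample had 2 peak lists. The labels give the 2 lists as files of 1 sample. The study describes 2 independent ATAC-seq samples for each of WT and EomesTg, and 1 or more for each of TIM and naive. The labels do not say that the lists are such samples. The lists were therefore not treated as replicates, no standard deviation was given and no p-value was computed across groups.

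Per the study's methods, the authors mapped paired-end reads to mm10 with Bowtie2, removed reads that mapped to several places, reads of low mapping quality, reads in listed artefact regions and duplicate reads, and called peaks with MACS2 at a q-value of 0.05 with a call for each summit, on pseudoreplicates (random parts of a library) where needed. In the deposited lists each summit has a fold enrichment, which is the ratio of the pileup (the number of fragments over the base) to the local background of the same library, and the authors used no input control. The deposited −log10 p and −log10 q values belong to the same summit. The deposited score is a rounded copy of the −log10 q value and was not used. All of these are the authors' values, set by the library's own background, and their sizes were not compared directly between groups. They served to rank, filter or describe peaks within a list, to correlate −log10 q between the 2 lists of a sample, and to solve for the summit pileups described below, which were also compared between lists as a check of noise.

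The lists were not all made alike. The largest q-value was 0.00802 and 0.00955 in the 2 TIM lists and lay between 0.0496 and 0.0500 in the other 6. Chromosome names carried a prefix in the TIM and naive lists and none in the WT and EomesTg lists. Intervals with more than 1 summit occurred in the WT and EomesTg lists and in no TIM or naive list. Peak names of the naive lists marked them as subsamples. In the TIM lists, 380 peaks ended past the last base of their chromosome in mm10, against 0 in the other 6 lists. Of the 6000 best peaks of TIM list 1 (300 from each of 20 chromosomes), 7.55% lay within 200 bp of one of the 1200 best naive list 1 peaks of the chromosome, against 92.3% and 93.0% for the 2 WT lists and 92.9% and 92.7% for the 2 EomesTg lists. The TIM lists were therefore treated as using the coordinates of another build. No conversion was made, and TIM peaks were not annotated, searched for motifs or compared by position with any other list.

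Peaks on chromosomes 1 to 19, X and Y were kept. Intervals listed at several summits were counted as 1 peak with its best summit by −log10 q. The 6 lists on mm10 were merged into an atlas of 98847 regions wherever peaks shared at least 1 bp. To compare EomesTg with WT, each of the 4 lists was limited to its 49832 best peaks by −log10 q, the length of the shortest of the 4. A region was called EomesTg-only when it had such a peak in both EomesTg lists and in neither WT list, WT-only in the reverse case, and in both groups when it had one in all 4 lists. For comparison, the same rule was applied to the 2 other ways of dividing the 4 lists into pairs.

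Promoter regions lay within 2 kb of a transcription start site (TSS) of the GENCODE vM21 annotation of mm10. Motif matches were sought on either strand within 100 bp of the best summit of the group's lists for T-box (GGTGTGA), RUNX (TGTGGT), AP-1 (TGASTCA), ETS (CCGGAAG), TCF1/LEF1 (CTTTGAW), E-box (CAGCTG) and EGR (GCGTGGGCG) motifs, where S is C or G and W is A or T, and for the same letters in reverse order as a control. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error over regions only, as regions are not replicates of a group. Group-only regions ranked lower than regions in both groups, so each share was also compared with 10000 random sets of regions in both groups matched on 10 bins of mean rank, drawn with replacement.

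The pileup and background of each summit were solved from the fold enrichment, taken as (pileup + 1) / (background + 1), and the −log10 p, taken as the Poisson tail. A whole-number pileup within a tolerance of 0.001 on −log10 p was found for 99.7% to 100% of summits. In simulated summits the right pileup was returned for 100% of 19952 with a TIM-like background, for 99.995% of 19958 with a naive-like background and for 100% of 19221 with a WT-like background. The most frequent background of a list was taken as its genome-wide background, which stands in for depth because the lists give no read totals. The noise between the 2 lists of a sample was the median squared difference of their summit pileups, relative to Poisson noise.

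The groups, the fixed genes, the motifs, the definition of group-only regions and most alternatives were chosen before the data were examined. The 16 fixed genes were Eomes, Il2rb, Cxcr3, Ifng, Stat4, Samd3, Kdm5b, Ly6c2, Prf1, Tbx21, Ccr9, Ifngr2, Sox4, Ikzf2, Egr2 and Ccr4, each with the regions within 20 kb. For each direction, the 3 regions of best mean rank without a peak of any rank in the other group's lists were also named. A comparison of TIM with naive and a comparison of its direction with that of EomesTg against WT had been planned and were not made, because of the TIM coordinates. The share of regions called in a naive list, the other ways of pairing lists and the use of a 6-list atlas were chosen after the data had been seen. Alternatives covered the number of peaks kept, the ranking, the region definition, single lists, autosomes, the distance to a TSS or gene and the motif window. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and blastn 2.17.0, and figures matplotlib 3.10.9.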

Results

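ATAC-seq peak lists were examined from 4 samples of CD8SP thymocytes. The first 2 were innate memory (TIM) cells, a population that takes on memory traits in the thymus, and naive cells, from BALB/c mice. The other 2 came from WT mice and from EomesTg mice, which express the transcription factor EOMES from a transgene. By the labels, each group held 1 sample with 2 peak lists. The study describes 2 independent ATAC-seq samples for each of WT and EomesTg, and 1 or more for each of TIM and naive. The labels do not say whether the 2 lists of a group are such samples. The lists were therefore not used as replicates, and differences between groups have no replicate test.

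The 2 TIM lists held 31969 and 29429 peaks on chromosomes 1 to 19, X and Y, covering 12.7 and 11.7 Mb. The naive lists held 89077 and 88801 peaks, covering 15.5 Mb in each. The WT lists held 52691 and 52708 peaks, covering 42.8 and 40.3 Mb, and the EomesTg lists held 49832 and 51982 peaks, covering 38.6 and 40.6 Mb. Median peak width was 331 bp in both TIM lists, 135 and 136 bp in the naive lists, and between 665 and 715 bp in the WT and EomesTg lists. The median fold enrichment given by the authors was 8.11 and 7.84 in the TIM lists, 6.81 and 6.83 in the naive lists, 5.55 and 5.51 in the WT lists and 5.11 and 5.55 in the EomesTg lists. These values are relative to the background of each library and are not comparable in size between lists.

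The background that stands in for depth differed between the pairs of groups. It rises with the length of fragments or extended reads as well as with their number, so depth alone may not set it. The genome-wide background, in fragments or extended reads over a base, was 0.342 and 0.330 in the TIM lists, and 0.288 in each naive list. It was 5.47 and 5.17 in the WT lists, and 5.81 and 5.74 in the EomesTg lists. The median summit pileup was 17 and 16 in TIM, 11 in each naive list, 53 and 49 in WT, and 52 and 57 in EomesTg. Peak number, width and background therefore differed together between the naive lists and the WT and EomesTg lists, which limits any comparison across them.

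The Jaccard index, the number of regions called in both lists over the number called in either, was 0.694 for the 2 TIM lists, 0.660 for the naive lists, 0.801 for the WT lists and 0.795 for the EomesTg lists. Keeping the best 29429 peaks of each list moved the naive value most, to 0.807. Across samples the index lay between 0.735 and 0.755 for the 4 pairs of an EomesTg with a WT list, and between 0.525 and 0.557 for the 8 pairs of a naive list with one of these. Over regions called in both lists of a sample, the −log10 q values correlated with a Spearman rho of 0.834 in TIM, 0.919 in naive, 0.957 in WT and 0.958 in EomesTg. These are correlations across regions, which are not independent replicates.

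The summit pileups of the 2 naive lists differed by less than sampling noise, at 0.366 of the Poisson level over 66463 regions, and those of the TIM lists at 0.584 over 23947 regions. In both cases the 2 lists were counted as 1 sample. The noise was 1.14 times the Poisson level between the WT lists and 1.34 times between the EomesTg lists. Between EomesTg and WT it was 2.07 for the first lists and 2.53 for the second lists, above the value within either sample. If the lists are files of 1 sample, the value within a sample is technical noise, which separate samples would exceed without any effect of the transgene. At pileups of at least 20, the WT lists were at 1.14 and the EomesTg lists at 1.37, against 0.872 and 0.876 in simulated independent libraries and 0.451 and 0.452 in simulated libraries sharing 50% of their fragments. With both pileups between 20 and 40, a limit that leaves out large differences by construction, the noise was 0.744 and 0.743 between EomesTg and WT. It was 0.586 between the WT lists and 0.573 between the EomesTg lists, against 0.517 and 0.550 in simulated independent WT and EomesTg libraries. Each simulated summit came from 1 cluster of fragments without background, unlike wide peaks with several summits, and these profiles set the scale. The median of whole-number pileups also moves in steps, so small gaps from simulated values were not interpreted.

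TIM and naive cells could not be compared by position, because the TIM lists used coordinates that did not match mm10. No count of regions gained or lost in TIM cells is given.

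EomesTg was compared with WT to ask which regions have peaks in only 1 of the 2 groups. Per the study's methods, the EomesTg line was made in BDF1 eggs, backcrossed onto the WT strain and then intercrossed. The wild-type mice were purchased. Genetic background and breeding may therefore differ between the groups along with the transgene, and these lists cannot separate them. The Eomes gene was examined first, as the transgene carries its coding sequence. Eomes (ENSMUSG00000032446.14) lies on chromosome 9 from 118478212 to 118486132 in mm10, on the plus strand. Its start codon begins at 118478660 in exon 1, which ends at 118479546. A peak over exon 1 ran from 118478653 to 118479586 in EomesTg list 1 and from 118478650 to 118479557 in EomesTg list 2, with 2186 and 2957 fragments at the summit and ranks of 30 and 23 in the lists. The WT peaks at this place ran from 118476499 to 118479609 and from 118478207 to 118479575, with 77 and 62 fragments at the summit and ranks of 25133 and 27898. A second EomesTg peak lay in exon 6, from 118484368 to 118484928 in list 1 and from 118484380 to 118484964 in list 2, with 121 and 142 fragments at the summit. No WT or naive list had a peak there. Both EomesTg lists thus differed from both WT lists in the direction their labels give. Peaks over Eomes exons in the EomesTg lists do not separate reads of the gene from reads of the transgene.

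**Figure D1:**
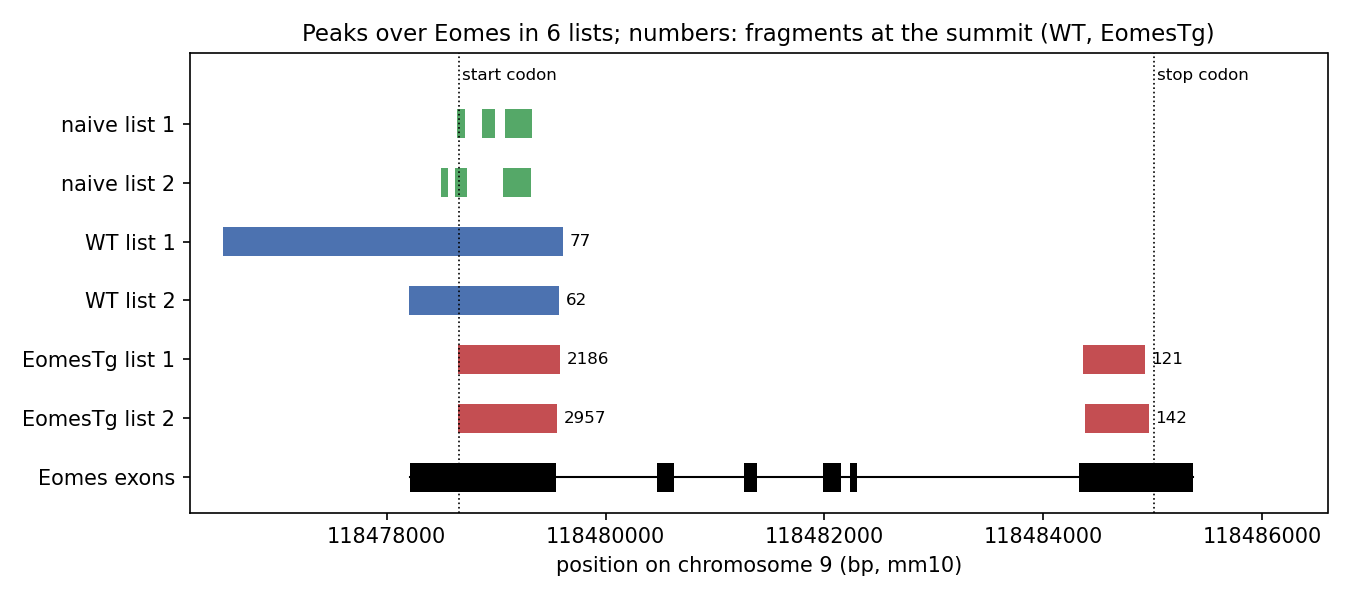
Peaks over Eomes in the 6 lists on mm10, drawn to scale along chromosome 9 (bp), with the exons in black, the codons as dotted lines and the fragments at the summit beside WT and EomesTg peaks. The EomesTg peaks over exon 1 begin next to the start codon and reach 2186 and 2957 fragments, against 77 and 62 in WT.

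With 49832 peaks per list, 61847 regions had a peak in at least 1 of the 4 lists and 39174 in all 4. There were 2072 EomesTg-only and 2481 WT-only regions, together 4553 or 7.36% of the 61847. Dividing the 4 lists into other pairs gave 1241 and 1135 regions in total, so the total for the real groups was 3.67 and 4.01 times as large. A region that differs between the groups cannot be counted in a mixed pair, and if the lists are files of 1 sample the mixed pairs carry technical spread alone, so these ratios do not show that the groups differ by more than separate samples of 1 group would. With 3 possible divisions of 4 lists, no test can reach a p of 0.05. Comparing the first lists alone moved the counts most, to 6731 EomesTg-only and 7135 WT-only regions. EomesTg-only regions made up 45.5% of the 4553 (95% interval 44.1 to 47.0%). This share rose to 50.7% with the best 24916 peaks per list and to 50.5% with the second lists alone, so the excess of WT-only regions did not hold under every setting.

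**Figure D2:**
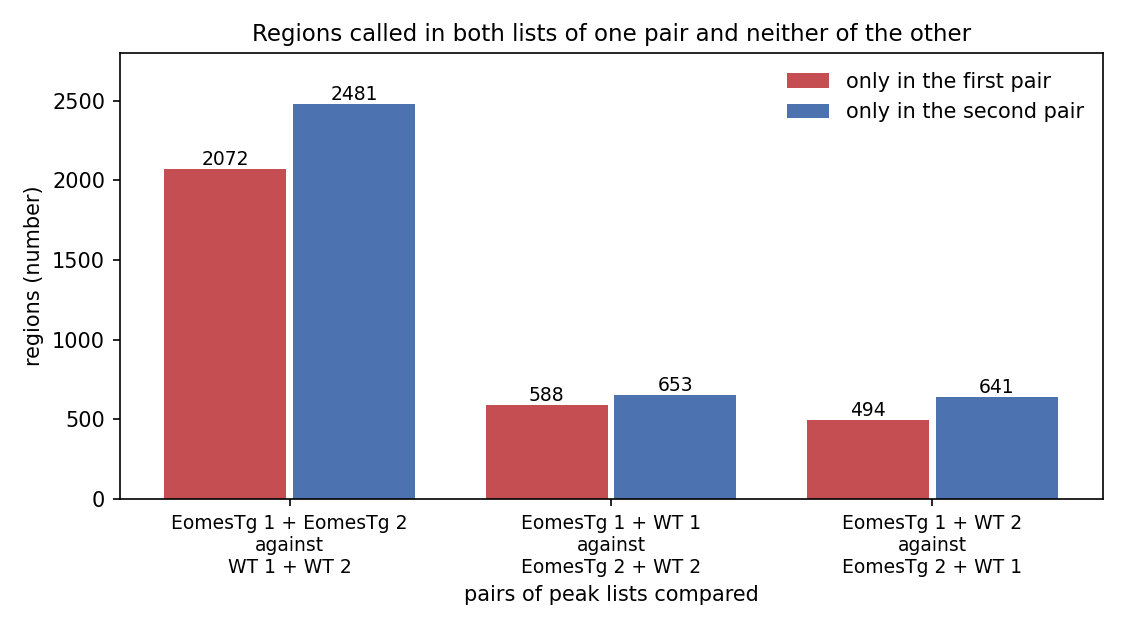
Number of regions called in both lists of one pair and in neither list of the other (vertical axis), for the 3 ways of dividing the 2 EomesTg and 2 WT lists into pairs. The real groups gave 2072 and 2481 regions, and the mixed pairs between 494 and 653.

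Promoter regions made up 19.02% of the EomesTg-only regions (394 of 2072, 95% interval 17.3 to 20.8%) and 19.1% of the WT-only regions (475 of 2481, 17.6 to 20.7%). Among regions in both groups the share was 43.9% (17189 of 39174, 43.4 to 44.4%). Rank accounted for part of the gap. Rank-matched sets of regions in both groups had a median share of 28.04% (central 95% of sets 26.2 to 29.97%) for EomesTg-only and of 26.9% (25.2 to 28.7%) for WT-only regions, above the observed shares. The distance to a TSS moved these shares most, and within 5 kb they were 34.7% and 33.3%. Median width was 485 bp in EomesTg-only and 501 bp in WT-only regions, against 974 bp in regions in both groups. The sets were not matched on width, and a wider region reaches a TSS more easily. Width may therefore make up part of the remaining gap.

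T-box motifs, the type of sequence that EOMES binds, lay near the summit of 10.6% of the EomesTg-only regions (220 of 2072, 95% interval 9.32 to 12.0%). The share was 2.66% of the WT-only regions (66 of 2481, 2.06 to 3.37%) and 3.42% of regions in both groups (1340 of 39174, 3.24 to 3.61%). Rank-matched sets had a median of 2.85% (2.17 to 3.57%) for EomesTg-only regions, below the observed share, and of 3.71% (2.98 to 4.47%) for WT-only regions, above the observed share. The same letters in reverse order matched 4.58% of EomesTg-only, 6.53% of WT-only and 4.89% of shared regions. In EomesTg-only regions this control lay within its rank-matched range (4.49 to 6.42%), and in WT-only regions just above it (4.55 to 6.37%). These reversed letters share TGTGG with the RUNX motif, so RUNX matches may add to the control, and the cause of its WT-only excess stays open. The difference between EomesTg-only and WT-only regions was 7.96 percentage points for the T-box motif (95% interval 6.49 to 9.43) and lay between 3.21 and 11.01 points under the alternatives, with the lowest value from the first lists alone.

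The other motifs differed less. RUNX motifs matched 27.2% of EomesTg-only regions (25.3 to 29.2%), 31.2% of WT-only regions (29.3 to 33.02%) and 23.7% of shared regions. Their rank-matched sets had medians of 24.4% (22.5 to 26.2%) for EomesTg-only and 23.9% (22.2 to 25.6%) for WT-only regions, below both observed shares. The reversed RUNX letters also lay above the matched range in EomesTg-only regions (15.3%, range 11.6 to 14.5%) and within it in WT-only regions (13.7%, range 11.6 to 14.3%). These reversed letters share GGTGT with the T-box motif, so the control does not decide whether the EomesTg-only excess is specific to RUNX. TCF1/LEF1 motifs matched 10.8% of EomesTg-only (9.46 to 12.2%), 14.8% of WT-only (13.5 to 16.3%) and 9.02% of shared regions. The EomesTg-only share lay within its rank-matched range (8.74 to 11.3%), and the WT-only share lay above its own (8.46 to 10.8%). The reversed TCF1/LEF1 letters lay above the matched range in EomesTg-only regions (7.29%, range 4.25 to 6.13%) and within it in WT-only regions (5.28%, range 4.92 to 6.73%). The 95% intervals of EomesTg-only and WT-only regions overlapped for AP-1 (5.16% and 6.33%), E-box (13.7% and 12.6%), ETS (1.496% and 1.854%) and EGR (0.0965% and 0.161%). ETS matches were more frequent in shared regions, at 6.24%. Rank-matched shared regions had medians of 3.14% (2.41 to 3.91%) for EomesTg-only and 3.35% (2.66 to 4.07%) for WT-only regions. These were closer to the group-only shares, but both group-only shares still lay below the matched ranges. The reversed ETS letters lay within theirs, at 2.80% (range 2.41 to 3.91%) in EomesTg-only and 2.94% (range 2.34 to 3.67%) in WT-only regions. AP-1 in WT-only regions lay above its rank-matched range (3.67 to 5.32%), and in EomesTg-only regions within it (3.91 to 5.74%).

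**Figure D3:**
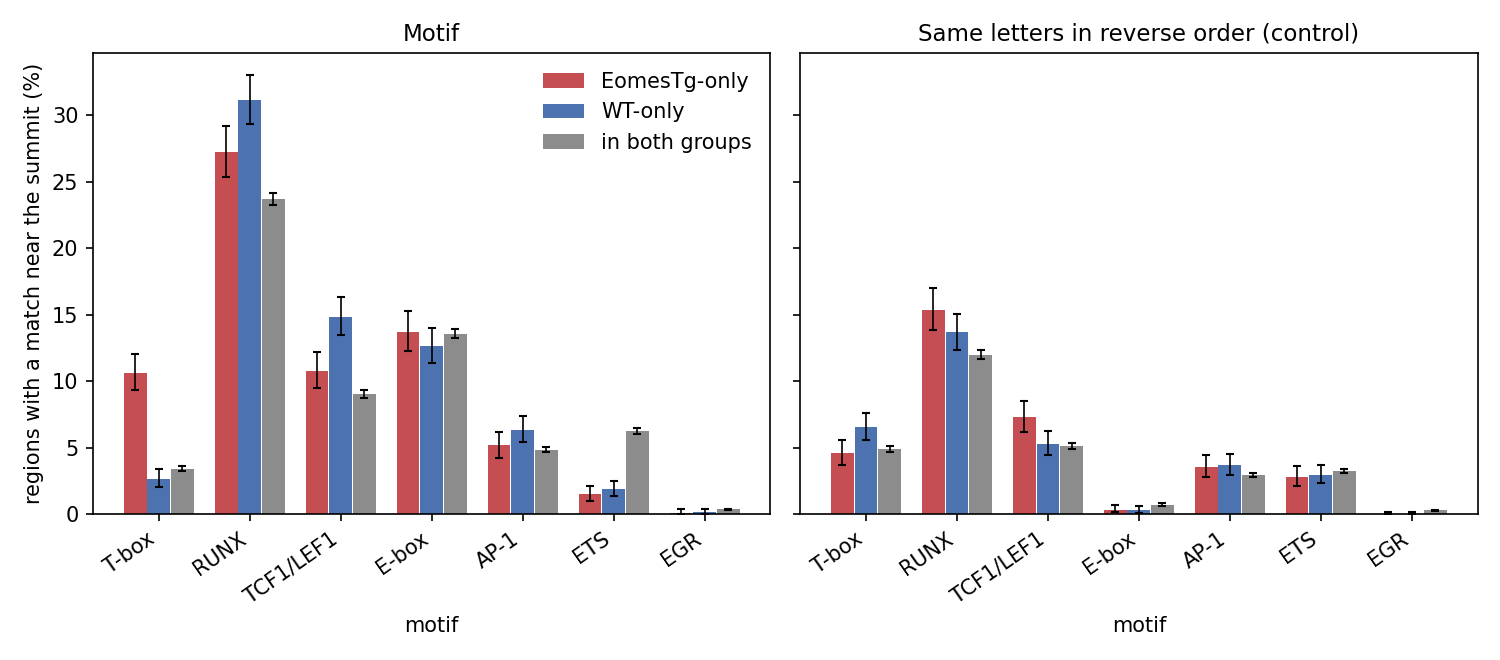
Percent of regions with a motif within 100 bp of the summit (vertical axis), for EomesTg-only, WT-only and shared regions, with the reversed letters as control on the right. Bars are shares and error bars exact 95% binomial intervals. The T-box share is 10.6% in EomesTg-only regions against 2.66% in WT-only regions, and its reversed control is 4.58% and 6.53%.

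A peak in either naive list was present at 62.2% of EomesTg-only regions (1288 of 2072, 60.03 to 64.3%), 77.2% of WT-only regions (1915 of 2481, 75.5 to 78.8%) and 95.1% of shared regions. Rank-matched shared regions had medians of 83.5% (81.9 to 85.1%) for EomesTg-only and 81.2% (79.6 to 82.6%) for WT-only regions. These sets were not matched on width, and shared regions, being wider, overlap a naive peak more easily. The naive sample came from another strain, and its lists had a lower background and were marked as subsamples, so this share describes overlap with those lists alone. It was 93.9% for EomesTg-only and 95.5% for WT-only regions with the best 24916 peaks per list. Other settings lowered it, to 46.9% and 70.8% with the first lists alone and to 59.7% and 65.7% with the second lists alone.

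Among the 16 fixed genes, 7 had an EomesTg-only region within 20 kb, 11 regions in total, and 1 had a WT-only region. The study reported lower expression of Ccr9, Ccr4, Ifngr2, Sox4, Ikzf2 and Egr2 in TIM than in naive cells. The 16 genes therefore do not share 1 direction, and the EomesTg-only count includes Ifngr2 and Ccr4. It also includes Eomes, where reads of the transgene were not separated. Cxcr3 had 4 EomesTg-only regions on chromosome X (mm10). They lay from 101731159 to 101731654 and from 101732016 to 101732881, both over exons of the gene, and from 101736742 to 101737713 and from 101740512 to 101740976, both intergenic. Samd3 had 2 on chromosome 10, from 26228200 to 26228520 and from 26229402 to 26230490, both in its promoter. Il2rb had 1 on chromosome 15, from 78502629 to 78503391, intergenic and 7358 bp from the nearest TSS of the gene. The Eomes region was the exon 6 peak given above. Ifngr2 had 1 on chromosome 16 from 91561981 to 91562355 and Ccr4 had 1 on chromosome 9 from 114498225 to 114498492, both within 2 kb of a TSS. The region assigned to Kdm5b, on chromosome 1 from 134646308 to 134646794, overlapped exons of Syt2 and Gm26783 instead, and WT list 2 had a weaker peak there at rank 50638. Ikzf2 had the WT-only region, in an intron on chromosome 1 from 69609027 to 69609291. It ranked 49825 and 48993 in the WT lists, close to the limit of 49832 peaks. In the EomesTg lists the Ifngr2 region ranked 49039 and 46625, and the Kdm5b region 48717 and 39688. The other EomesTg-only regions ranked between 7381 and 46049. Calls close to the limit depend on where it is set. Both naive lists had peaks at the Il2rb, Samd3, Kdm5b, Ifngr2 and Ccr4 regions and at the intergenic Cxcr3 regions. Neither had a peak at the Eomes region, the Cxcr3 regions over exons or the Ikzf2 region. No group-only region lay within 20 kb of Ifng, Stat4, Ly6c2, Prf1, Tbx21, Ccr9, Sox4 or Egr2. Regions called in both groups can still differ in height, which peak presence does not show.

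The 3 EomesTg-only regions of best rank without any WT peak lay in repeated or duplicated sequence or overlapped a weaker naive peak. The first, on chromosome 1 from 34752919 to 34753143, ranked 21 in both EomesTg lists, lay within Arhgef4 and over exons of Gm37224 and Gm37845, and was 87.2% identical to mitochondrial DNA over 226 bp. On chromosome 8, the region from 83756766 to 83756985 was intergenic, ranked 38 and 79, had naive peaks at ranks 16088 and 9456, was 100% repeat-masked and held 31 telomere-like CCCTAA or TTAGGG units. On chromosome 1, the region from 24684034 to 24684271 lay in an intron of Lmbrd1 and ranked 2345 and 2461, with naive peaks at ranks 31111 and 43417. The Samd3 promoter region above came at place 5 of this order, with ranks of 7381 and 7405 and naive peaks at ranks 8209 and 8148.

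The 3 WT-only regions of best rank without any EomesTg peak ranked lower. The first lay at the promoter of Gm14322 on chromosome 2 from 177759143 to 177759583, at ranks 12195 and 11219, with naive peaks at ranks 965 and 1121. The next lay in an intron of Crybg3 on chromosome 16 from 59515316 to 59515783, at ranks 15093 and 13967, with naive peaks at ranks 73144 and 36853. The third lay at the promoter of Upk1b on chromosome 16 from 38799919 to 38800720, at ranks 16083 and 13693, with no naive peak.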

Values the study reported

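The study reported 5425 regions that were differentially accessible between WT and EomesTg CD8SP thymocytes. Between naive and TIM cells it reported 1426 differentially open regions in enhancers of TIM cells and 490 around promoters.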

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

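All tests in this part were chosen after the results had been seen.

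A total of 380 peaks in the 2 TIM lists ended past the last base of their chromosome in mm10, against 0 in the other 6 lists. This was a signal in lists that no positional comparison used. On chromosome 1 the last TIM peak ended at 197068160, and mm10 ends at 195471971. Different open regions in TIM cells cannot be the whole cause, since those 380 peaks lie outside the mm10 sequence. When each chromosome was moved by its best constant distance (up to 3 Mb), 39.3% of the best TIM list 1 peaks fell within 200 bp of a naive peak, against 7.55% in place and 2% when matched with another chromosome. Coordinates of another build are a candidate explanation. Which build was not tested, and any difference in accessibility of TIM cells stays open.

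Peaks on the mitochondrial chromosome were present in the TIM lists (2 in each) and in the naive lists (17 and 16), and absent from the WT and EomesTg lists. The comparisons used no such peak. The lists of the first 2 groups were made with other settings than those of the last 2, so filtering and groups are confounded here. No biological explanation was tested.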

How the results depend on the processing

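Other settings for the comparison of TIM with naive and for its direction were not run, since the TIM lists use other coordinates. No paired analysis was made, because by the labels each group held 1 sample. Of 75 alternatives to the results that answer a comparison, 35 left the value within 1.5 times a count or within the 95% interval of a share, and 40 moved it. Of 55 alternatives to other results, 36 did so and 19 moved it.

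The number of EomesTg-only regions was between 1673 and 2805 and that of WT-only regions between 2283 and 2909 under 5 settings: all peaks, ranking by fold enrichment, regions built from summits, absence from full lists, and autosomes only. With the best 24916 peaks per list the counts were 1154 and 1122, and with 29429 peaks 1333 and 1368, by construction with fewer peaks. With the first lists alone they were 6731 and 7135 and with the second lists alone 6697 and 6557, since agreement of 2 lists was no longer required. The share of EomesTg-only among group-only regions ran from 39.0% to 50.7%, so which group had more depended on the setting.

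Promoter shares of EomesTg-only and WT-only regions were 25.9% and 24.2% with 24916 peaks, 23.8% and 23.5% with 29429 peaks, and 24.9% and 22.2% for regions from summits, and the cause was not tested. By construction they were 12.2% and 13.5% within 1 kb, 34.7% and 33.3% within 5 kb, and 12.8% and 12.9% with protein-coding TSSs. With the same definition in each of the 12 alternatives, shared regions had the higher share, between 37.1% and 58.2%.

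The T-box difference stayed above 0 in every alternative. It was 9.70 points with 24916 peaks, 11.01 with 29429 peaks and 9.74 for absence from full lists. It was 3.21 with the first lists alone and 3.77 with the second lists alone, 5.48 within 50 bp of the summit and 5.94 with the longer T-box motif (AGGTGTGA). The cause was not tested for the first 5 of these. The RUNX difference was negative under every setting.

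The Jaccard index of the 2 lists of TIM, naive, WT and EomesTg was 0.604, 0.551, 0.724 and 0.715 with a reciprocal overlap, and 0.701, 0.807, 0.864 and 0.868 with 29429 peaks per list. Over bases it was 0.621 for TIM, 0.756 for WT and 0.758 for EomesTg. The EomesTg-only regions at the fixed genes numbered 18 within 50 kb, and the WT-only regions 3. Noise between lists was within 1.5 times its main value with a pileup of at least 20.

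Summits in the TIM and naive lists rest on few fragments, with medians between 11 and 17. A missing naive peak was therefore not counted as closed chromatin.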

Other observations

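The noise at pileups of at least 20 was a test chosen beforehand, and its comparison with simulated libraries and the other tests in this part were chosen after the results had been seen.

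The 2 naive lists were closer than sampling noise allows. At pileups of at least 20 their noise was 0.335 of the Poisson level, against 0.733 in simulated independent libraries and 0.404 in simulated libraries sharing 50% of their fragments. Their peak names call them subsamples, and shared reads are a candidate explanation for the naive lists. For the TIM lists the value was 0.567, between 0.765 for independent and 0.404 for sharing simulations, so shared reads cannot be told apart from other causes there, because simulated fragment profiles set the scale. Removal of duplicate reads might also hold down tall summits. At pileups of 20 to 40 the noise was 0.440 in TIM and 0.295 in naive, against 0.517 and 0.463 in simulated independent libraries and 0.335 and 0.314 in those sharing 50%. The naive value lies below both simulated values at low summits too, where duplicate removal has least effect, and the TIM value lies between them. As the simulated profiles set the scale, removal of duplicates stays open as a part of the cause.

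The Y-linked promoters of Ddx3y, Kdm5d, Eif2s3y and Uty had peaks in all 4 WT and EomesTg lists, at ranks between 3837 and 19001, and in 0 naive lists. The Xist TSS had a peak in 2 of 2 naive lists and in 0 of 4 WT and EomesTg lists. Lower depth of the naive lists is argued against by rank: 99.4% of 16539 autosomal regions ranked at least as high in both WT lists were called in a naive list. Reads of X-linked homologues placed on the Y chromosome would also give peaks in naive lists, and 0 had one. Naive lists did have peaks on chromosome Y, 57 and 55, about as many as WT (52 and 54) and EomesTg (66 and 61). Of these, 31 and 33 lay past 90 Mb, near the end of the chromosome that is shared with X, and 1 in each naive list lay within the first 4 Mb, at ranks 82207 and 82040. The WT lists had 13 each and the EomesTg lists 16 and 12 in those first 4 Mb. The remaining 25 and 21 naive peaks lay between, and their origin was not tested. WT and EomesTg cells from male mice and naive cells from female mice are a candidate explanation, resting on the 2 Xist peaks and the Y-linked promoters. It goes against the methods of the study, which describe female mice for every experiment. The labels give no sex, and a mislabelled or mixed sample stays open. A difference in sex would add to strain and depth in any comparison of naive with WT or EomesTg. It would not add to the comparison of EomesTg with WT, which showed the same pattern, although their genetic background may differ.

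EomesTg-only regions crowded on chromosome 8 between 76 and 78 Mb (mm10), where 13 of the 36 regions that were EomesTg-only, WT-only or in both groups were EomesTg-only, against 4.55% over the 916 windows with at least 15 regions. In 10000 shuffles of the regions, 0 had a window as extreme, which argues against random placement, though neighbouring regions are not independent. Of the 13, 10 lay in introns between 77030464 and 77268946, within or next to Nr3c2. The region at the Nr3c2 TSS from 76901598 to 76902659 ranked 422 and 355 in the EomesTg lists and 36959 and 36500 in the WT lists. Of the 22 regions of the window in both groups, 19 ranked better in the EomesTg lists, a share of 86.4% against 51.3% genome-wide. The change was uneven, and the region from 77366863 to 77367584 ranked 29287 and 21367 in the EomesTg lists against 23359 and 22513 in WT. The local background of the EomesTg-only summits in the window had a median of 1.38 times the genome-wide background, against 1 for the other EomesTg-only summits. Extra copies of all or part of the window could give these values and so could opening of the locus, since open regions also raise the local background, and the 2 cannot be told apart without reads. The transgene may have inserted nearby and opened the locus instead of EOMES binding. A T-box match was found in 7.69% of the 13 regions (95% interval 0.195 to 36.0%), against 10.6% elsewhere, too few to decide. Reads spanning the insertion site would settle it. EomesTg-only regions also made up 15 of 71 on chromosome 4 from 146 to 148 Mb and 7 of 21 on chromosome X from 130 to 132 Mb. No cause was tested for these windows. A difference in genetic background between the WT and EomesTg mice was not tested for any window.

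WT-only regions crowded on chromosome 14 between 6 and 8 Mb, where 16 of the 38 regions counted in the same way were WT-only, against 5.57% over the 916 windows, and 0 of 10000 shuffles had a window as extreme. Loss of the whole window from the transgenic genome is excluded by the 22 regions called in all 4 lists. A copy in the same window, at least 90% identical over at least 80% of the length, existed for 14 of the 16 WT-only regions and for 6 of the 22 shared regions. Reads shared between near-identical copies, or a different number of copies in the 2 mouse lines, are candidate explanations. The number of copies was not tested, and these regions may not reflect accessibility. WT-only regions also made up 9 of 28 in the next window of chromosome 14, from 8 to 10 Mb. On chromosome 13 from 56 to 58 Mb they made up 8 of 22. The search for copies and the exclusion of loss cover chromosome 14 from 6 to 8 Mb only.

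The EomesTg peak over exon 1 of Eomes began at most 10 bp from the first base of the start codon, in both lists, and ended near the end of the exon, whereas both WT peaks reached further upstream. Reads from the transgene's cDNA are a candidate explanation for the higher summit, and opening of the endogenous Eomes promoter was not separated from it.

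The first EomesTg-only region by rank, on chromosome 1 from 34752919 to 34753143, was 87.2% identical to mitochondrial DNA. Mitochondrial reads placed on this nuclear copy could give a peak, but they would be present in WT cells as well, so its absence from both WT lists stays open and the causes cannot be told apart.

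The strongest regions of the WT and EomesTg lists were shared. The region on chromosome 2 from 98666246 to 98667321, at rank 1 in all 4 lists, was 81.3% repeat-masked. The regions at places 2 and 3 lay on chromosome 14 from 19415721 to 19419410, 84.3% repeat-masked, and on chromosome 13 from 85126579 to 85127513, with 9.73% repeat-masked. The region on chromosome 9 from 3000019 to 3038249 ranked 4 in all 4 and was 96.3% repeat-masked over 38231 bp. No list of artefact regions was used here, and the removal of such reads was not tested.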
